A study of Ambystoma mexicanum with 6 samples. Its data were reported in "Midkine is a dual regulator of wound epidermis development and inflammation during the initiation of limb regeneration" (2020).

How the data were processed

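RNA of regenerating limbs of the axolotl, Ambystoma mexicanum, was sequenced at 11 dpa after treatment with iMDK or DMSO, with 3 libraries per condition made with the Illumina Nextera XT kit. According to the methods of the study, the authors trimmed reads with Trimmomatic and quantified them with kallisto against a Trinity assembly of the axolotl transcriptome; versions are not given in the sources used here. The authors ran DESeq2 for their own tests. The deposited signal is TPM per assembled transcript, multiplied by the authors by a TMM scaling factor per library. TPM values keep no read totals, so no counting interval was computed. The matrix was not counts, so a test for counts did not apply.

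Groups and replicate numbers were taken from the labels. Values were tested as log2(value + 0.5) with limma 3.58.1 (empirical Bayes with a mean-variance trend, 2-sided) in R 4.3.3, for transcripts with a value of at least 1 in at least 3 of the 6 libraries. Fold changes are on that scale and understate the change of low transcripts. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold above 2, the thresholds of the study. Tables were read with the package data.table (version 1.17.8), and plots were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15. A value listed at 0 can be a failed estimate of kallisto, which divides reads among near-identical transcripts; for this reason the sum of the assembled gene (the identifier without its isoform part) is given beside some of the named transcripts.

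The matrix holds assembly identifiers only, and 0 of them matched a RefSeq gene. Names are blastx entry names (protein and species) that the study pairs with 1694 transcripts of the same assembly in tables of its skin flap experiment, and names of midkine receptors from its receptors. All 1694 were in the matrix and 943 were tested. The remaining transcripts have no name here, so named genes are a sample chosen on other limbs, and a table of names for the iMDK comparison was not used here. Species parts of a name give the best hit, not the origin of the RNA. Transcripts that share reads with a close copy, such as the globin, keratin and matrix metalloproteinase families, are uncertain.

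Gene lists for epidermal and keratinocyte genes, mucins, macrophage and osteoclast genes, inflammatory signaling, interferon response, extracellular matrix, matrix-degrading enzymes, cell cycle and DNA replication, erythrocytes, muscle, endothelium, ribosomal proteins, oxidative phosphorylation, glycolysis and glucose metabolism, endoplasmic reticulum chaperones, cell death and p53, and mobile elements and viruses were fixed before the data were examined, as were the tests, the alternatives and the rule for named genes. Lists with at least 3 tested members were tested with camera in limma against the other named tested transcripts, with a preset correlation of 0.01 and adjustment over the lists, and 6 wound epidermis-dependent lists likewise as a family of their own. The rule named, among transcripts with a vertebrate hit outside the mobile element list and with 1 transcript per entry name, up to 8 called rises and up to 8 called falls that did not overlap between groups, filled to 4 by the smallest p in a direction with fewer. It also named up to 4 members per list with the smallest p, midkine and every receptor transcript, and 2 rises and 2 falls without a name. From the list members that the rule named, those given in the text are a part. The other transcripts of MMP13, ptprz and sdc2, and the assembled genes of the closing section, lie outside the rule and were chosen after their values were seen.

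The procedure was tested on simulated data. In 10 simulated sets over the 51718 tested transcripts with 200 changed in each, values floored at 0 as in the files, 0, 6, 18.8 and 33.6% of changes of 1, 2, 3 and 4 on the log2 scale were recovered, and 41 of 333 calls (12.3%) were false. Without the floor 11 of 276 calls (3.99%) were false, so that adjusted p-values are somewhat optimistic near 0 and small changes are mostly missed. For the lists, 10 of 10 simulated lists of 20 members raised by 1 on the log2 scale were called, and 1 of 10 lists left as they were had an unadjusted p under 0.05. The simulated transcripts varied independently of each other, so these lists could not test the preset correlation of 0.01. Among the 7 lists called in the data, the estimated correlation ranged from -0.0182 (macrophage) to 0.660 (interferon response). Each result was recomputed with pseudocounts of 0.1 and 1, with no filter, a filter of at least 5 in 3 libraries and a mean of at least 1, with the TMM scaling undone, quantile normalization or median-of-ratios scaling. It was also recomputed without the trend, with robust estimation or array weights, on values summed per assembled gene, with the replicate number as a block, without each library in turn (keeping the 51718 transcripts), and, for lists, with an estimated correlation, all tested transcripts as background, or fry. No scaling moved the median log2 change of all transcripts by over 0.1.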

Results

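The series asked how regenerating axolotl limbs respond at the level of RNA to iMDK, a small molecule used as an inhibitor of the growth factor midkine, with the solvent DMSO as the control. Poly(A) RNA from 3 DMSO-treated and 3 iMDK-treated limbs was sequenced at 11 days post-amputation (dpa). The methods of the study describe treatment begun at amputation or some days later, and do not name the start for the sequenced limbs. The deposited matrix gave TMM-scaled TPM, the share of each transcript among all transcripts of a library, for 1554055 assembled transcripts in each of the 6 libraries, of which 456466 were above 0 in at least 1 library. Between 126965 transcripts in iMDK 1 and 198094 in DMSO 2 were detected. TPM values keep no read totals, so the depth is unknown, although the value of 1 read, read from the lowest values, ranged only from 0.940 to 1.21 times that of DMSO 1. Correlations of log2 values were 0.773 to 0.806 within a group and 0.733 to 0.77 between groups. The first principal component, with 27.4% of the variance, separated the DMSO libraries from the iMDK libraries. According to the methods of the study each library is a limb of a different animal. The limma p-values measure the spread between these 6 limbs. The camera p-values with the preset correlation of 0.01 rest mainly on the spread between transcripts, not between limbs.

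The first comparison asked which transcripts differed between iMDK-treated and DMSO-treated limbs. A transcript of MMP13 (MMP13_XENLA, c1088042_g1_i4), collagenase 3, which cleaves fibrillar collagen, rose from 0.0867 ± 0.0980 to 55.7 ± 18.6 TPM (SD, n = 3 per group), a log2 change of 6.54 ± 0.31 (SE). CP2J6 (CP2J6_MOUSE, c1070122_g1_i1), a cytochrome P450 monooxygenase, rose from 1.13 ± 0.243 to 81.1 ± 30.9 TPM. HBB1 (HBB1_TRICR, c1020875_g2_i1), a beta chain of hemoglobin, rose from 1.69 ± 0.284 to 20.7 ± 7.23 TPM. GILT (GILT_BOVIN, c1067192_g2_i1), a lysosomal thiol reductase of antigen processing, rose from 0.129 ± 0.113 to 163 ± 11.5 TPM. Another transcript of the same assembled gene (c1067192_g2_i2) fell from 125.4, 83.5 and 105.1 TPM in the DMSO libraries to values listed at 0 in all 3 iMDK libraries. The limma adjusted p-values were 0.000843 for MMP13, 0.00202 for CP2J6, 0.0104 for HBB1, 0.000111 for the GILT transcript that rose and 0.000174 for the one that fell.

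For GILT the rise and the fall lay within 1 assembled gene, whose summed value was 104.8 ± 20.9 TPM in DMSO and 163 ± 11.7 TPM in iMDK, a difference that did not pass (limma adjusted p = 0.260). For MMP13 another transcript (c1088042_g1_i3) rose from 0.595 ± 0.703 to 37.4 ± 9.37 TPM (limma adjusted p = 0.0111), while c1088042_g1_i2 was at 76.0 ± 8.09 and 76.1 ± 15.98 TPM, a log2 difference of -0.01. The MMP13 sum was 76.7 ± 8.69 TPM in DMSO and 169.2 ± 42.4 TPM in iMDK (limma adjusted p = 0.175). DCNL3 (DCNL3_XENTR, c1083302_g7_i1), which promotes neddylation of cullins, rose from 2.22 ± 0.147 to 8.87 ± 0.368 TPM (limma adjusted p = 0.0312). EXOC3 (EXOC3_MOUSE, c1074527_g1_i5), a subunit of the vesicle-tethering exocyst, rose from 5.38 ± 1.47 to 18.9 ± 1.14 TPM (limma adjusted p = 0.0461). Their assembled genes did not follow, with log2 differences of the sums of -0.0033 for DCNL3 and -0.38 for EXOC3. CP2J6 and HBB1 were measured by 1 transcript each and also passed as assembled genes (limma adjusted p = 0.0161 and 0.0389).

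Among 51718 tested transcripts limma called 280, of which 161 were higher and 119 lower in iMDK, and 5816 had an unadjusted p under 0.05. The groups did not overlap for any of the 280 called transcripts, nor for 17.01% of all tested transcripts, against 10% by chance. On values summed per assembled gene, limma called 24 of 44342 genes, 14 higher and 10 lower. Of 943 tested transcripts with a blastx name, 7 passed and all 7 were higher in iMDK; 111 of the 943 had an unadjusted p under 0.05. No named transcript that was lower passed. Those with the smallest p were transcripts of IRF3 (IRF3_CHICK, c1089402_g2_i3), a transcription factor that switches on interferon genes, at 2.04, 4.49 and 5.15 TPM in DMSO and listed at 0 in iMDK (limma adjusted p = 0.0682), and of RL7. The assembled gene of IRF3 did not follow, at 15.5 ± 9.04 TPM in DMSO and 28.9 ± 27.5 TPM in iMDK. The ribosomal protein RL7 (RL7_CHICK, c1080182_g3_i5) was at 10.3 ± 4.24 and 0.589 ± 0.735 TPM (limma adjusted p = 0.0755). They were followed by transcripts of ETUD1 (ETUD1_HUMAN, c1081555_g1_i5), a GTPase of ribosome maturation, and of GDPD2 (GDPD2_MOUSE, c1090757_g1_i2), a glycerophosphodiesterase, both listed at 0 in iMDK, with limma adjusted p-values of 0.0948 and 0.117 and sums of the assembled gene at 15.8 ± 0.612 and 11.4 ± 0.473 TPM (ETUD1) and 4.33 ± 1.35 and 5.25 ± 1.48 TPM (GDPD2) in DMSO and iMDK. Among transcripts with no name, c1091506_g1_i4 rose from 0.767 ± 0.396 to 2007 ± 256 TPM and c1068735_g2_i3 from 0.369 ± 0.639 to 612 ± 109 TPM. The transcript c1092309_g1_i2 fell from 227 ± 104 to 0.890 ± 1.54 TPM. The sum of the assembled gene fell too for c1092309_g1 (limma adjusted p = 0.0167), whereas for c1091506_g1 and c1068735_g2 it did not pass (limma adjusted p = 0.303 and 0.718).

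The count of 280 fell to 102, 138 and 120 without DMSO 1, 2 and 3 and to 90, 123 and 78 without iMDK 1, 2 and 3. The balance of direction turned with the library left out: 71.6, 67.4 and 67.5% of calls were higher in iMDK without DMSO 1, 2 and 3, and 41.1, 43.1 and 48.7% without iMDK 1, 2 and 3. Summing transcripts into assembled genes ended the calls of GILT, MMP13, DCNL3 and EXOC3. CP2J6 did not pass with the replicate number as a block (limma adjusted p = 0.0508, log2 change unchanged at 5.57), in a range over its alternatives of 1.03e-06 to 0.0508. HBB1 did not pass with that block either (limma adjusted p = 0.0653). HBB1 also did not pass without DMSO 1 (0.0692), DMSO 2 (0.0539), iMDK 2 (0.0549) or iMDK 3 (0.0544), in a range of limma adjusted p-values over its alternatives of 0.00134 to 0.0692. DCNL3 (0.0955 to 0.167) and EXOC3 (0.0875 to 0.188) did not pass with any 1 of the 6 libraries left out, and c1092309_g1_i2 did not pass without DMSO 1 (0.0875), DMSO 2 (0.0689), DMSO 3 (0.0705), iMDK 2 (0.0525) or iMDK 3 (0.0796). The replicate block also ended the calls of c1092309_g1_i2 (limma adjusted p = 0.103), DCNL3 (0.196) and EXOC3 (0.173). A pseudocount of 0.1 ended those of c1092309_g1_i2 (limma adjusted p = 0.0645) and EXOC3 (0.0579). Over all alternatives the limma adjusted p ranged from 0.0213 to 0.995 for DCNL3, 0.0283 to 0.484 for EXOC3 and 1.09e-06 to 0.103 for c1092309_g1_i2.

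**Figure D1:**
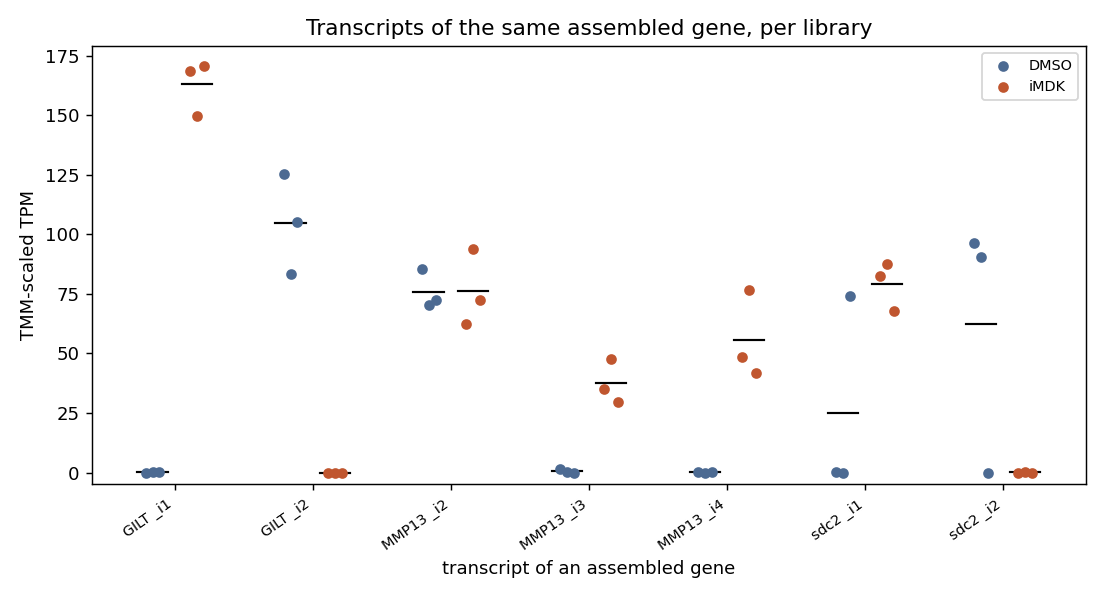
TMM-scaled TPM (y axis) of the transcripts of 3 assembled genes (x axis) in each library, with DMSO in blue, iMDK in orange and a line at each group mean (n = 3). The GILT transcripts trade places between the groups, and sdc2 _i1 lies near 0 in DMSO 1 and DMSO 2 but not in DMSO 3. Of the 3 MMP13 transcripts, 2 lie near 0 in DMSO and higher in iMDK, and MMP13 _i2 is present in both groups.

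The second comparison covered midkine, which the inhibitor is named after, and the transcripts of its receptors and binding partners. Midkine itself (MKA_XENLA, c1057474_g1_i2) was at 93.4 ± 70.6 TPM in DMSO and 112 ± 14.5 TPM in iMDK, with DMSO 2 at 175 TPM (limma adjusted p = 0.805, n = 3 per group). Its log2 difference of 0.50 became 1.08 without DMSO 2 (limma adjusted p = 0.1598), 0.27 without DMSO 1 (limma adjusted p = 0.934) and 0.17 without DMSO 3 (limma adjusted p = 0.945), in a range of adjusted p over its alternatives of 0.1598 to 0.945. The other 2 DMSO libraries were at 56.3 and 49.1 TPM, below all 3 iMDK libraries at 96.0, 124 and 117 TPM. The receptor tyrosine phosphatase ptprz (c1083357_g2_i1) was at 3.71 ± 0.913 TPM in DMSO and 4.76 ± 0.611 TPM in iMDK, a log2 difference of 0.34 ± 0.27 (SE; limma adjusted p = 0.776), and its assembled gene at 22.8 ± 2.07 and 26.3 ± 2.03 TPM. Of the other ptprz transcripts, c1083357_g2_i3 was lower in iMDK, at 3.03 ± 0.700 and 0.554 ± 0.222 TPM, and c1083357_g2_i4 higher, at 7.12 ± 0.643 and 10.5 ± 1.59 TPM, both without overlap but neither past limma (adjusted p = 0.139 and 0.4195). The cell surface proteoglycan sdc4 (c1069904_g3_i1) had the smallest p, at 4.35 ± 0.971 TPM in DMSO and 13.3 ± 5.57 TPM in iMDK (limma adjusted p = 0.146 over all transcripts and 0.0627 over the list).

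Of 21 midkine and receptor transcripts in the matrix, 17 were tested with limma; 0 passed over all tested transcripts, 0 passed adjusted over the list alone and 4 had an unadjusted p under 0.05. These were sdc4, sdc1 (c1055997_g1_i1; 76.2 ± 10.7 and 104.9 ± 10.5 TPM in DMSO and iMDK), the most abundant nucleolin transcript (c1070741_g1_i5; 414 ± 28.3 and 310.4 ± 44.1 TPM) and sdc2 (c1071119_g1_i1). The sdc2 transcript was at 0.275, 0 and 74.2 TPM in the DMSO libraries and 82.7, 87.6 and 67.7 TPM in the iMDK libraries, while c1071119_g1_i2 of the same assembled gene was at 96.4, 90.3 and 0 TPM in DMSO and at most 0.265 TPM in iMDK. The summed sdc2 value was 87.1 ± 11.6 TPM in DMSO and 79.4 ± 10.4 TPM in iMDK. The other tested members, the remaining nucleolin transcripts and those of sdc3, versican, notch2, lrp1, integrin a6 and integrin b1, had limma adjusted p-values between 0.521 for nucleolin (c1070741_g1_i3) and 0.908 for integrin b1 (c1088780_g4_i2). The log2 difference of integrin b1 was 0.06 and turned to -0.025 with the TMM scaling undone. Adjusted over the list alone, 2 members passed with no filter on low values, 2 after quantile normalization, 2 without DMSO 2, 1 without DMSO 3, and 1 each with a filter of at least 5 TPM, with the TMM scaling undone and on summed values. The sdc2 transcript passed without DMSO 3 (limma adjusted p = 0.00590, in a range over its alternatives of 0.00590 to 0.842).

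**Figure D2:**
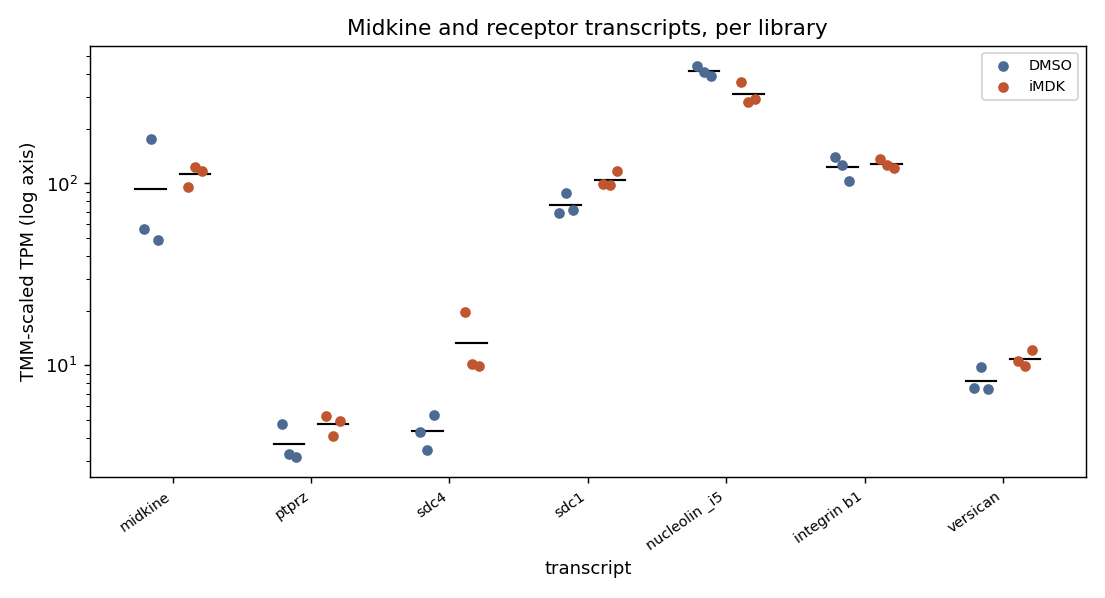
TMM-scaled TPM on a log axis (y axis) of midkine and 6 receptor or partner transcripts (x axis) in each library, with DMSO in blue, iMDK in orange and a line at each group mean (n = 3). The points of sdc4, sdc1, nucleolin _i5 and versican do not overlap between the groups, those of midkine, ptprz and integrin b1 do, and none of the 7 passed the test.

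The third comparison asked whether gene groups of the regenerating limb moved together, with lists fixed before the data were examined. Genes of the cell cycle and DNA replication were lower in iMDK relative to the other named transcripts: 18 of 23 tested transcripts had log2 differences below 0, with a median log2 change of -0.36 (camera adjusted p = 0.000576; adjusted p = 0.662 with an estimated correlation). The spindle checkpoint kinase BUB1 (BUB1_HUMAN, c1065606_g2_i1) was at 9.30 ± 1.93 TPM in DMSO and 6.14 ± 0.928 TPM in iMDK. The spindle protein TACC3 (TACC3_XENLA, c1081020_g2_i4) was at 16.7 ± 2.08 and 11.97 ± 2.14 TPM, the cytokinesis kinesin KI20A (KI20A_HUMAN, c1077771_g3_i3) at 36.5 ± 5.97 and 24.8 ± 8.40 TPM, and DEP1A (DEP1A_XENLA, c1088162_g2_i2) at 4.30 ± 0.449 and 2.69 ± 0.409 TPM (n = 3 per group). None of the 23 passed limma alone or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The libraries did not separate by treatment, since the mean of iMDK 1, at -0.019 on the log2 scale from the DMSO mean, lay above those of DMSO 2 (-0.039) and DMSO 3 (-0.093). Summed per assembled gene, 32 of 33 members were below 0.

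Macrophage and osteoclast genes were higher relative to the other named transcripts, with 18 of 21 transcripts above 0 and a median log2 change of 0.46 (camera adjusted p = 0.000777; adjusted p = 0.217 with an estimated correlation). Only the GILT transcript passed limma, over all transcripts and adjusted over the list alone, and 5 had an unadjusted p under 0.05. The lysosomal tetraspanin CD63 (CD63_RAT, c1083030_g4_i8) was at 643 ± 115 TPM in DMSO and 1054 ± 102 TPM in iMDK. GRN (GRN_HUMAN, c1067279_g6_i1), the precursor of the granulins, was at 71.5 ± 1.17 and 94.3 ± 11.9 TPM. A minor transcript of cathepsin K, the collagenase of osteoclasts (CATK_PIG, c1083836_g2_i3), was at 11.2 ± 3.83 and 28.0 ± 12.6 TPM, whereas the sum of that assembled gene was 2556 ± 905 and 2738 ± 1002 TPM. Of the 21 transcripts, 5 also belonged to another list, and on summed values 19 of 21 members lay above 0.

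Matrix-degrading enzymes were higher by the same measure, with 8 of 10 transcripts above 0 and a median log2 change of 0.75 (camera adjusted p = 0.000777; adjusted p = 0.662 with an estimated correlation). The 2 that passed limma, over all transcripts and adjusted over the list alone, were both MMP13. The collagenase MMP18 (MMP18_XENLA, c1077266_g2_i1) was at 596 ± 27.1 TPM in DMSO and 1269 ± 580.03 TPM in iMDK, and the gelatinase MMP2 (MMP2_CHICK, c1065306_g2_i1) at 509.8 ± 174 and 887 ± 262 TPM, neither past the test. The 10 transcripts came from 7 assembled genes. The mean log2 change was 1.57 over these transcripts and 0.68 over the 11 members measured on summed values. On summed values 10 of 11 members lay above 0. The erythrocyte list was higher too, with all 4 transcripts above 0 (camera adjusted p = 0.00778; adjusted p = 0.454 with an estimated correlation). On summed values, where 7 members were measured, 4 lay above 0 and 3 below. HBB1 passed over all transcripts and, adjusted over the list alone, HBB1 and HBA (HBA_TARGR, c1092570_g1_i1), an alpha chain of hemoglobin at 0.862 ± 0.238 and 5.12 ± 2.41 TPM, passed. The other 2 members, HEM0 (HEM0_MOUSE), which starts heme synthesis in red cells, and ERMAP (ERMAP_HUMAN), a red cell adhesion protein, were at 1.16 ± 1.24 and 2.06 ± 1.35 TPM and at 1.17 ± 0.703 and 1.57 ± 1.28 TPM.

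Epidermal and keratinocyte genes were higher relative to the other named transcripts, with 24 of 29 transcripts above 0 and a median log2 change of 0.50 (camera adjusted p = 0.0146; adjusted p = 0.696 with an estimated correlation). No member passed limma over all transcripts, 3 had an unadjusted p under 0.05, and adjusted over the list alone TGM1 and K1C19 passed in opposite directions. TGM1 (TGM1_CANFA, c1089078_g8_i2), the transglutaminase of the cornified envelope, was at 2.31 ± 2.02 TPM in DMSO and 18.3 ± 4.79 TPM in iMDK. The keratin transcript K1C19 (K1C19_CHICK, c1092323_g3_i3) was at 198 ± 132 and 34.2 ± 8.73 TPM, although its assembled gene summed to 911 ± 174 and 1078 ± 100.4 TPM. S100P (S100P_HUMAN, c1081900_g1_i4), a calcium-binding protein, was at 2432 ± 1186 and 6180.4 ± 1866 TPM. On summed values 25 of 32 epidermal members lay above 0. Interferon-response genes were called higher by camera, with 34 of 39 transcripts above 0 and a median log2 change of 0.66 (camera adjusted p = 0.0146; adjusted p = 0.858 with an estimated correlation, which was 0.660). A rise under treatment is not shown, because the libraries did not separate by treatment: the mean of DMSO 3 was 0.90 above the DMSO mean on the log2 scale and that of iMDK 2 lay at -0.37. RN5A (RN5A_HUMAN, c1090064_g1_i3), the antiviral RNase L, was at 21.95 ± 12.7 and 150.4 ± 124 TPM, with overlapping groups. The assembled gene of RN5A summed to 128 ± 127 TPM in DMSO and 319 ± 239 TPM in iMDK (limma adjusted p = 0.659). DSRAD (DSRAD_RAT, c1069305_g2_i4), an RNA-editing deaminase, was at 61.6 ± 4.35 and 43.3 ± 7.71 TPM. No member passed limma over all transcripts and 4 had an unadjusted p under 0.05; adjusted over the list alone only the IRF3 transcript passed, and it was lower, while the sum of its assembled gene was higher. On summed values 34 of 37 interferon-response members lay above 0.

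Mobile elements and viruses were lower relative to the other named transcripts, with 32 of 49 transcripts below 0 and a median log2 change of -0.37 (camera adjusted p = 0.0179; adjusted p = 0.260 with an estimated correlation). Transcripts with hits to HARB1, a protein derived from a transposase, were at 3.74 ± 1.13 TPM in DMSO and 0.636 ± 1.10 TPM in iMDK (HARB1_XENLA) and at 6.06 ± 2.59 and 2.47 ± 0.548 TPM (HARB1_BOVIN). Of the 49, 17 lay above 0, among them POL_GALV (c1089780_g3_i1) at 4.26 ± 5.40 and 10.3 ± 1.52 TPM, with overlapping groups. Limma called 0 of the 49 over all transcripts and 0 adjusted over the list alone, and 3 had an unadjusted p under 0.05. On summed values 40 of 68 members lay below 0.

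**Figure D3:**
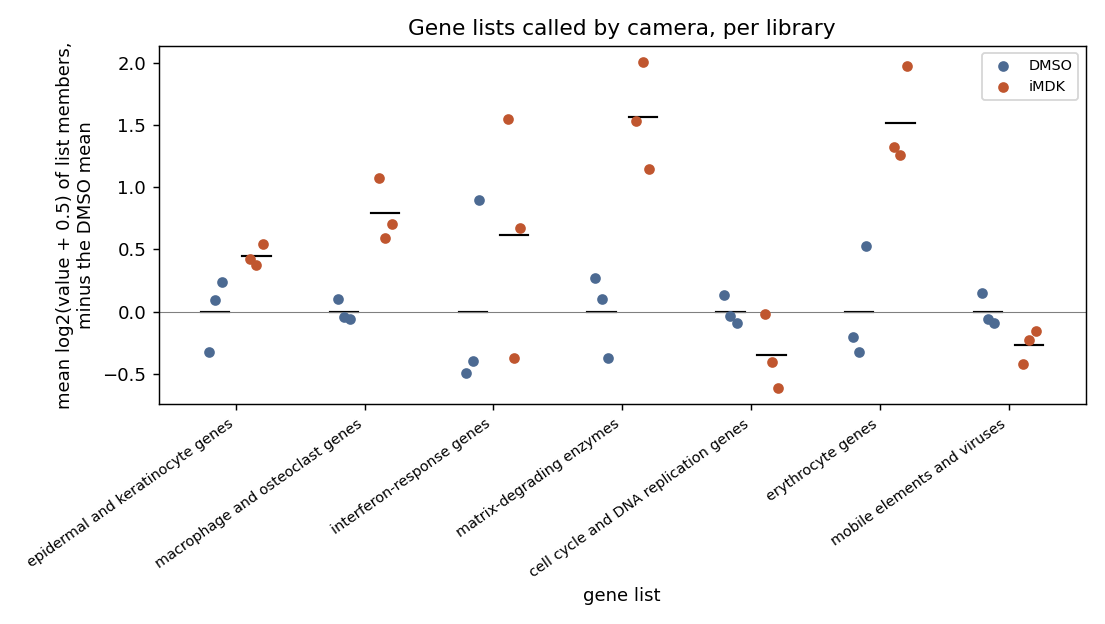
Mean log2(TPM + 0.5) of the members of each of the 7 called lists (x axis) in each library, minus the mean of the DMSO libraries (y axis), with DMSO in blue, iMDK in orange and a line at each group mean (n = 3). All iMDK points lie above all DMSO points for macrophage, matrix-degrading, erythrocyte and epidermal genes, all lie below for mobile elements, and the groups overlap for interferon-response and cell cycle genes. The macrophage and matrix-degrading means include the GILT and MMP13 transcripts, whose assembled genes did not pass.

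The other lists were not called. Inflammatory signaling genes had 17 of 29 transcripts above 0 and a camera adjusted p of 0.981; the median (0.18) and mean (0.05) log2 differences lay above 0 while the test pointed down, a direction that turned with the TMM scaling undone and with quantile normalization. NOX1 (NOX1_HUMAN, c1074572_g1_i1), a superoxide-producing oxidase, was at 6.18 ± 2.90 TPM in DMSO and 2.12 ± 0.963 TPM in iMDK. Its organizer NOXO1 (NOXO1_MOUSE, c1079274_g1_i2) was at 34.0 ± 19.7 and 10.3 ± 5.14 TPM, and the mucosal chemokine CCL28 (CCL28_MOUSE, c1074686_g3_i1) at 12.03 ± 6.68 and 4.48 ± 1.17 TPM. The limma adjusted p-values of these were 0.307, 0.275 and 0.314. Camera adjusted p-values were 0.464 for extracellular matrix components, 0.411 for cell death and p53 genes, and 0.148 for ribosomal proteins. They were 0.150 for glycolysis and glucose metabolism, 0.464 for oxidative phosphorylation, 0.77 for endoplasmic reticulum chaperones, 0.77 for endothelial genes and 0.534 for muscle genes. For the chaperones the median (-0.03) and the test pointed down while the mean was 0.11. A p53 transcript (P53_ICTPU, c1084331_g1_i1) was at 6.83 ± 2.81 TPM in DMSO and 28.1 ± 5.10 TPM in iMDK (limma adjusted p = 0.0849), and passed adjusted over the list alone, but its assembled gene summed to 112 ± 11.8 and 133 ± 12.5 TPM. LDHB (LDHB_MOUSE, c1069245_g1_i1), a subunit of lactate dehydrogenase, was at 473 ± 72.3 and 333 ± 54.1 TPM. The brain-type creatine kinase KCRB (KCRB_BOVIN, c1065747_g1_i2) was at 2081 ± 634 and 2083 ± 728 TPM. In the ribosomal list the RL7 transcript passed adjusted over the list alone, with an assembled gene at 211 ± 51.4 and 196 ± 46.5 TPM. Adjusted over the list alone, 0 members of the remaining uncalled lists passed limma, and 0 of all the uncalled lists passed over all transcripts. Mucins had 1 tested transcript, MUC16 (MUC16_HUMAN), at 17.2 ± 12.7 and 25.2 ± 6.85 TPM, and were not tested as a list.

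Camera called 7 of the 16 lists with a preset correlation of 0.01, and 0 with an estimated correlation, where 2 lists had an unadjusted p under 0.05 (macrophage 0.0136 and mobile elements 0.0325). The self-contained test fry, which asks whether a list moves one way on balance without comparing it with other genes, held for 2, macrophage (adjusted p = 0.00527) and erythrocyte genes (adjusted p = 0.0415), and not for cell cycle (0.309) or interferon-response genes (0.663). On values summed per assembled gene fry held for 0, with adjusted p = 0.162 for macrophage and for erythrocyte genes. Without DMSO 1 the count of lists was 4. The epidermal call was lost without DMSO 1 (0.431) and iMDK 3 (0.109) and with a filter of at least 5 TPM (0.0867). The interferon call was lost without DMSO 1 (0.406), DMSO 2 (0.175) and iMDK 1 (0.420) and with array weights (0.0969). The mobile element call was lost without DMSO 1 (0.124) and iMDK 1 (0.141), with the TMM scaling undone (0.0738), with no filter (0.127), with a filter of at least 5 TPM (0.217) and against all tested transcripts (0.0892). Over the alternatives the adjusted p of these lists ranged from 0.00111 to 0.696, 7.92e-06 to 0.858 and 0.00746 to 0.260. A regrouping of the libraries that ignored treatment (DMSO 1, DMSO 3 and iMDK 1 against the rest) also gave 7 called lists. Each of the other regroupings into equal groups that mixed the treatments called at least 2 lists.

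The fourth comparison asked whether transcripts that depend on the wound epidermis also moved under iMDK. It used the annotated part of lists that the study drew from other samples, skin flap sutured limbs against normal regenerating limbs. Stump cells for those lists were sorted into dividing and non-dividing cells, whereas the epithelium was dissected off and dissociated without sorting. According to the methods of the study, the flap limbs came from sub-adults and were taken earlier after amputation. The iMDK experiments used juveniles, and RNA came from unsorted limb tissue, so the lists were not tested on like samples. Transcripts of dividing cells that were higher in regenerating limbs had a median log2 difference of -0.01 between iMDK and DMSO, and those higher in flap limbs 0.03. Transcripts of non-dividing cells that were higher in regenerating limbs had a median of 0.08, with 276 of 467 above 0, and those higher in flap limbs -0.10, with 50 of 93 below 0. In the epithelium the medians were 0.03 for transcripts higher in regenerating limbs and -0.45 for the 15 transcripts higher in flap limbs, of which 11 were below 0.

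Camera called 0 of the 6 lists (smallest unadjusted p 0.119, adjusted p 0.427), with 0 lists at an unadjusted p under 0.05, 0 with an estimated correlation and 0 with fry. Each list was compared with the other named transcripts, which come from the same tables, so a shift shared by all 6 lists would not show in that test; against all tested transcripts camera also called 0. The fry test for change in either direction, which does not compare a list with other genes, had an unadjusted p under 0.05 for 5 of the 6. It does not set these lists apart, since 111 of all 943 named transcripts had an unadjusted limma p under 0.05. The uncalled inflammatory signaling list also had a small p in it (fry unadjusted p = 0.00988). The test pointed down for regenerating-limb transcripts of dividing cells, whose mean log2 difference was 0.07, and for those of the epithelium, whose mean was 0.12. Over all transcripts limma called 3, 1, 2, 0, 0 and 1 members of the 6 lists, in the order given, all higher in iMDK. The lists held 105, 25, 467, 93, 283 and 15 tested members, and 7 of all 943 named transcripts were called. Adjusted over the list alone, 3 were higher and 1 lower, 3 higher, 2 higher, 0, 0, and 2 higher and 1 lower.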

Values the study reported

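The study reported, for full skin flap sutured limbs against normal regenerating limbs at 5 dpa, 596 differentially expressed transcripts in dividing cells, of which 313 were annotated. In non-dividing cells of the stump it reported 3911 such transcripts, 982 of them annotated, and in epithelial cells 1060, of which 480 were annotated.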

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

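The alternatives of this part were all planned; the tests chosen after the result was seen are named among the other observations. The 7 called lists kept their direction under every alternative tried, and GILT, MMP13 and CP2J6 stayed called without each library in turn. The cause of the differences below was not tested, except that summing isoforms tests fewer items and leaving out a library leaves fewer samples. The erythrocyte list has too few members to be tested with a filter of at least 5 in 3 libraries. The value of 1 read limits transcripts near 0, and small changes are mostly missed at this number of libraries.

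Against 280 called transcripts, 161 higher and 119 lower, no filter on low values gave 427 with 266 higher, a filter of at least 5 in 3 libraries 168 (105 higher, 63 lower), a pseudocount of 0.1 gave 106 higher, limma without the trend 1303 (670 higher, 633 lower) and values summed over isoforms 24 (14 higher, 10 lower). Without each library in turn the count ranged from 78 to 138, with 37 to 93 higher and 29 to 70 lower. For the replicate numbers, the mean of each group was subtracted from every transcript and the remaining deviations were correlated. DMSO and iMDK libraries of the same number correlated at 0.0622, 0.0391 and 0.0103, and those of unlike number at -0.0835 to 0.0507. These ranges overlap, so a pairing by number is not shown. With the number as a block, which uses up residual degrees of freedom, 30 transcripts were called (16 higher, 14 lower).

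Midkine and receptor transcripts that passed, adjusted over the list alone, numbered 0 in the report, 2 with no filter, 1 with a filter of at least 5 in 3 libraries, 1 with the TMM scaling undone, 2 with quantile normalization, 1 on values summed over isoforms and 0 to 2 without each library. Of the functional lists, 7 in the report, 4 were called with a filter of at least 5 in 3 libraries, 0 with an estimated correlation, 2 with fry, and 4 to 8 without each library.

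Reversed directions concerned results that were not called, apart from DCNL3, EXOC3 and c1067192_g2_i2 on summed values. The inflammatory list turned, at adjusted p = 0.981 with a pseudocount of 0.1, 0.315 with no filter, 0.882 with a filter of at least 5 in 3 libraries, 0.996 with a filter on a mean of at least 1, 0.793 with the TMM scaling undone, 0.852 with quantile normalization, 0.236 on summed values, 0.728 against all tested transcripts and 0.952 with fry, in a range of 0.236 to 0.999. Of the wound epidermis-dependent lists, flap-higher transcripts of dividing cells turned with no filter (0.980) and on summed values (0.802), regenerating-higher transcripts of the epithelium with no filter (0.980), against all transcripts (0.662) and with fry (0.846), flap-higher transcripts of the epithelium with no filter (0.980), a filter of at least 5 in 3 libraries (0.811) and fry (0.728), and regenerating-higher transcripts of dividing cells against all transcripts (0.748) and with fry (0.294); adjusted p over the alternatives of these 4 lists ranged from 0.111 to 0.980, 0.458 to 0.980, 0.318 to 0.980 and 0.165 to 0.965.

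Among single transcripts, the log2 difference of UTRO became -0.036 with the TMM scaling undone and -0.012 with quantile normalization, that of integrin b1 -0.025 with the TMM scaling undone, that of KCRB_BOVIN 0.0076 and of KCRB_CHICK 0.019 with median-of-ratios scaling, and that of KCRB_CHICK 0.0102 with array weights. On summed values the differences were -0.0033 for DCNL3, -0.38 for EXOC3, 0.55 for IRF3, 0.26 for GDPD2, 0.25 for K1C19, 0.45 for JAK2, -0.0091 for ERMAP, -0.55 for SMTN, 0.43 for CAV1, -0.11 for NDUS1, -0.075 for PDIA6, -0.053 for SELK, -0.13 for sdc2, -0.24 for notch2 (c1091395_g2_i1) and 0.65 for c1067192_g2_i2.

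Without each library in turn, log2 differences ranged from -0.28 to 0.69 for ERMAP, -0.14 to 0.26 for UTRO, -0.27 to 0.26 for KCRB_BOVIN, -0.24 to 0.24 for KCRB_CHICK, -0.32 to 0.062 for RS2 and -0.058 to 0.16 for integrin b1. Lists that turned had adjusted p-values of 0.468 to 0.984 (inflammatory), 0.00376 to 0.945 (extracellular matrix, called without DMSO 2), 0.288 to 0.984 (muscle), 0.376 to 0.942 (endothelial), 0.104 to 0.998 (oxidative phosphorylation), 0.471 to 0.984 (chaperones), 0.537 to 0.959 (dividing cells, regenerating-higher) and 0.458 to 0.782 (epithelium, regenerating-higher). Other uncalled lists were called under some alternatives: ribosomal proteins with no filter (0.0401), with quantile normalization (0.0145), without DMSO 2 (0.0301) and without iMDK 1 (0.0121), glycolysis with quantile normalization (0.0305) and without iMDK 2 (0.0250), and cell death genes without DMSO 3 (0.0481), in ranges of 0.0121 to 0.858, 0.0250 to 0.738 and 0.0481 to 0.918.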

Other observations

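The tests of reads shared between isoforms, of a fixed difference between animals, of cell shares and of the depth of DMSO 2 were chosen only after the result was seen. Among assembled genes, limma called 3 with a name, CP2J6, HBB1 and HBB2 (HBB2_TRICR, c1069424_g1), another beta chain of hemoglobin, which rose from 0.756 ± 0.315 TPM in DMSO to 23.4 ± 10.6 TPM in iMDK (limma adjusted p = 0.0492, n = 3 per group). Without a name, c1069619_g1 rose from 47.3 ± 8.88 to 431 ± 26.3 TPM and c1085376_g2 from 0.0497 TPM to 61.6 ± 6.66 TPM, while c1089923_g1 fell from 401 ± 116.1 to 4.15 ± 2.59 TPM. Named sums that did not pass were those of ACY3 (ACY3_HUMAN), an aminoacylase, at 171 ± 33.9 TPM in DMSO and 40.5 ± 16.4 TPM in iMDK (limma adjusted p = 0.114), and of MMP3 (MMP3_CANFA), stromelysin, at 81.6 ± 45.0 and 275 ± 71.5 TPM (limma adjusted p = 0.226). All of these were chosen after their values were seen.

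Isoforms of 1 assembled gene traded places between DMSO and iMDK libraries in 8 genes, on in every library of 1 group and off in the other. The other 9 splits of the libraries gave at most 1 such gene, and splits of 1 or 2 libraries against the rest at most 2. The treatment split thus held more such genes than any sorting that ignored treatment. Chance sorting of isoforms that differ between single animals is not excluded, because 10 splits are too few for a share under 0.05. Of 219 called transcripts with a measured sibling, 36.5% had a gene sum that changed over 1.5-fold the same way, and 139 did not. Reads shared between near-identical isoforms would leave those 139 sums as seen. A true exchange of isoforms within a gene would do so too, so this test cannot separate them. The 61 called transcripts without a measured sibling are not covered by this test. For whole assembled genes, 15 were on in 1 group and off in the other (9 in iMDK and 6 in DMSO), against at most 1 on another split. A fixed difference between the animals of the groups, such as their parents, predicts this as an effect of iMDK does, and the explanations cannot be told apart because each animal had 1 treatment; siblings of known parents divided between the treatments would test the part due to parents.

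Cell cycle genes were lower and macrophage genes higher in iMDK relative to the other named transcripts, calls that were both lost with an estimated correlation (camera adjusted p = 0.662 and 0.217). On values summed over isoforms the medians were -0.41 and 0.46, which argues against reads moved between isoforms as the source of the medians. The macrophage mean did fall on summed values, from 0.79 to 0.40, with GILT at 8.04 per transcript and 0.65 summed. The macrophage fry call was lost there too (fry adjusted p = 0.162). Without DMSO 2 the medians were -0.35 and 0.43, which argues against that library alone. A smaller share of the main cells may raise every other cell type alike. The medians over list members were 0.46 for macrophage, 1.33 for erythrocyte, 0.50 for epidermal, 0.11 for endothelial and 0.016 for muscle genes; computed instead from the median of each list in each library, which gives a spread between libraries, the iMDK minus DMSO difference of macrophage genes exceeded that of endothelial genes by 0.47 ± 0.26 (SE) and that of muscle genes by 0.36 ± 0.27, so this cannot be told apart from a change in macrophages with 3 limbs per group. The 4 tested muscle transcripts were of SMTN, UTRO and KCRB, the brain-type creatine kinase, so that list is a poor measure of muscle. The hypotheses that iMDK raised the share of macrophages, of blood or of epidermis were not tested further here, and the cell counts in stained sections that the study describes are not used here.

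DMSO 2 had the most detected transcripts, 198094. The value of 1 read in DMSO 2 was 1 times the lowest of the other libraries, that of iMDK 3, which had the next most, 187313. Deeper sequencing of DMSO 2 cannot be told apart from a difference in that limb, because TPM values keep no read totals.

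The 6 libraries make 10 splits of 3 against 3, too few for a share under 0.05. As many called transcripts came from 1 of the 10 splits (280, highest other 1), and as many functional lists from 2 of 10 (7, highest other 7, for DMSO 1, DMSO 3 and iMDK 1 against the rest). For receptor transcripts (0, highest other 1) and wound epidermis-dependent lists (0, highest other 2) a count of 0 is reached by 10 of 10 splits whatever the data, so the splits say nothing about them. Summed per assembled gene, the treatment split gave 24 calls and the highest other 0.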
